A study of Mus musculus with 6 samples.

How the data were processed

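RNA was measured in 6 libraries of cells sorted from mouse tracheas at embryonic day 13.5, 3 of muscle and 3 of epithelium. Per the labels' protocols, tissue was dissociated enzymatically with TrypLE, stained with an antibody to Epcam and sorted by flow cytometry, RNA was extracted with Trizol, cDNA was made with an ultra-low-input template-switching kit (SMART-Seq) and libraries were made by transposase fragmentation (Nextera XT). Such libraries carry no molecular identifiers and keep no strand of origin in standard use, so counts include PCR copies, and the values of overlapping or antisense genes and of near-identical copies are uncertain. The deposited table holds whole-number counts per gene symbol for 23478 genes, and its totals differ between libraries. The aligner, the counting program, the genome build, the annotation and any filter are given neither in the labels nor in the file headers, so positions are not reported. Of counts between 1 and 19, 73.8% to 79.6% per library were even, while counts of 100 or more were even in 49.4% to 50.6% of cases, as arises when both mates of a read pair are counted. All rows named a gene and all 6 value columns were used. Of the 23478 symbols, 22326 were found in the GENCODE-derived or RefSeq (GRCm38.p6) name tables. 6 list members were matched through RefSeq synonyms.

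Libraries were assigned to groups by their titles. The identifier row of the file headers holds numbers that were read here as dates, which the headers do not state: day 3 of month 9 for both replicates numbered 2 and day 16 of month 9 for the other 4. A separate date row gives the same date for all 6 libraries. Both libraries numbered 1 share the rest of their identifier too. Those numbered 3 do not, and 4 libraries share day 16, so the numbers cannot pair the libraries numbered 3. The fit with the replicate number as a block was treated as a paired analysis with this doubt. Within the groups, deviations from the group mean correlated across 19375 genes at 0.59 for the libraries numbered 1, at 0.73 for those numbered 2 and at -0.57 for those numbered 3. Over the 4124 genes with an average log2 CPM of at least 6, the correlations were 0.17, 0.15 and -0.17. The pairing was thus set by replicate numbers and identifiers, and the pair numbered 3 did not deviate together. Summed receptor CPM (see the results) was low in both libraries numbered 1 (36.5 and 6.47) and high in both numbered 2 (871 and 1792). In those numbered 3 it differed (23.2 and 627). The correlations thus go with the receptor counts and cannot tell whether same-numbered libraries share embryos. The libraries numbered 1 shared a low level of Rpl29 and those numbered 2 a low level of Xist, genes chosen after their values were seen.

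Counts were analysed as deposited in R 4.3.3. Genes were filtered with filterByExpr by group, libraries were scaled by the trimmed mean of M-values (TMM), and muscle was compared with epithelium by the two-sided quasi-likelihood test of edgeR 4.0.16 (robust fit, no covariate), with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05 on the adjusted p. Fold changes are log2 of muscle over epithelium with standard errors (SE) derived from the test statistic. CPM was computed here from the deposited counts with TMM-scaled library sizes, except where library totals are named. A library with 3 counts or fewer for a gene was taken to be at the floor. A fold against a group in which all libraries were at the floor was computed against 3 counts and is a lower bound. Intervals and floors cover counting error only. With 3 libraries per group an exact permutation test of a single value cannot give a p under 0.10, so per-gene p-values come from the model fitted across genes.

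18 gene lists were written before the data were examined: ion channel genes (325 in the table, with pore-forming and auxiliary subunits, connexins and pannexins), smooth muscle, epithelial, endothelial, erythroid, immune, neural and glial, mesothelial and oesophageal epithelium markers, Wnt ligands, Wnt secretion, receptors and modulators, Wnt/beta-catenin feedback targets, the BMP pathway, cartilage, fibrillar collagen and matrix, cell division, sex-linked genes and genes of the response to dissociation. 18 lists with at least 5 tested genes were tested with camera of limma 3.58.1 (preset inter-gene correlation 0.01, two-sided, adjusted over the 18 lists). Ion channel genes with an absolute log2 fold change of at least 1 were compared with the other tested genes by Fisher's exact test (two-sided) and by 10000 random lists matched on average expression in 20 bins. Carry-over was the median, over a marker list, of a library's CPM as a percent of the other population's mean. The genes named were set by a rule fixed before the data were examined: 25 genes chosen from the study's subject, the 5 largest changes in each direction at an average log2 CPM of at least 6, the 5 largest in each direction among ion channel genes and up to 3 in each direction in each other list at an average log2 CPM of at least 2, each past the threshold and without overlap between groups. 2 of the ion channel genes it chose are not reported here. A gene named outside that rule is said to be so.

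Alternatives fixed before the data were examined were DESeq2 size factors, upper-quartile scaling, scaling by library size only, no filter, at least 50 counts in at least 3 libraries, the Wald test of DESeq2 1.42.0, limma-voom, the replicate block, leaving out each library in turn, fry, camera with an estimated correlation, narrower channel lists, a log2 fold change of at least 2 and an adjusted p of 0.01. 6 further settings were chosen after seeing the data: the header date as a term, the later date only, a covariate for background counts, that covariate with the replicate block, a filter above background (all 3 libraries of a group above the 95th percentile of the receptor genes described in the results) and counts divided by 2. The procedures were tested on simulated counts with the means, library sizes and dispersions of these libraries. 200 genes were changed, and recovery is the percent of those that passed the filter. The simulated libraries held no replicate effect and no difference in background counts, so recoveries and false shares apply to that setting only. At changes of 5 on the log2 scale, the quasi-likelihood test recovered 80.1% among 17148 tested genes, with 2.55% of its calls false. With changes of 3 it recovered 66.8% among 17244 genes, with 3.73% false. With the block and changes of 5, 78.5% were recovered among 17148 genes and 5.66% of calls were false, against 80.1% and 2.55% without it. DESeq2 recovered 89.0% with 37.7% false, and limma-voom recovered 63.9% with 1.61% false, each among 17148 genes.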

Results

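Gene expression was compared between muscle and epithelium of the embryonic mouse trachea at embryonic day 13.5. The embryos carried floxed Bmp4 alleles and an eGFP reporter of gamma smooth muscle actin. The titles and the file headers label every library a control, so the comparison is not one of Bmp4 deletion. Muscle cells were collected by GFP and epithelial cells by surface Epcam, with 3 libraries per population. The series concerns Wnt signalling, ion channel expression and the formation of tracheal smooth muscle and cartilage, and the comparison asks which genes, ion channel genes among them, differ between the sorted populations. Total counts were 31380201, 17686605 and 49352790 in muscle replicates 1 to 3 and 54848820, 11847432 and 25231394 in epithelium replicates 1 to 3. Of 23478 genes, between 16979 (epithelium replicate 1) and 22154 (epithelium replicate 3) had at least 1 count, and 694 had none in any library.

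The shallower libraries had the most genes with counts. Summed over 1449 olfactory and vomeronasal receptor genes, which are genes of sensory neurons, CPM by library total was 871 in muscle replicate 2, 1792 in epithelium replicate 2 and 627 in epithelium replicate 3. It was 36.5 in muscle replicate 1, 23.2 in muscle replicate 3 and 6.47 in epithelium replicate 1. These receptor genes had counts in 73.4%, 74.7% and 78.8% of cases in the former 3 libraries and in 17.4%, 12.8% and 2.90% in the latter. Counts of this kind are called background counts here. They amounted to a mean of 1.24 CPM per receptor gene in epithelium replicate 2, so genes of low expression carry them as a limit.

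**Figure D1:**
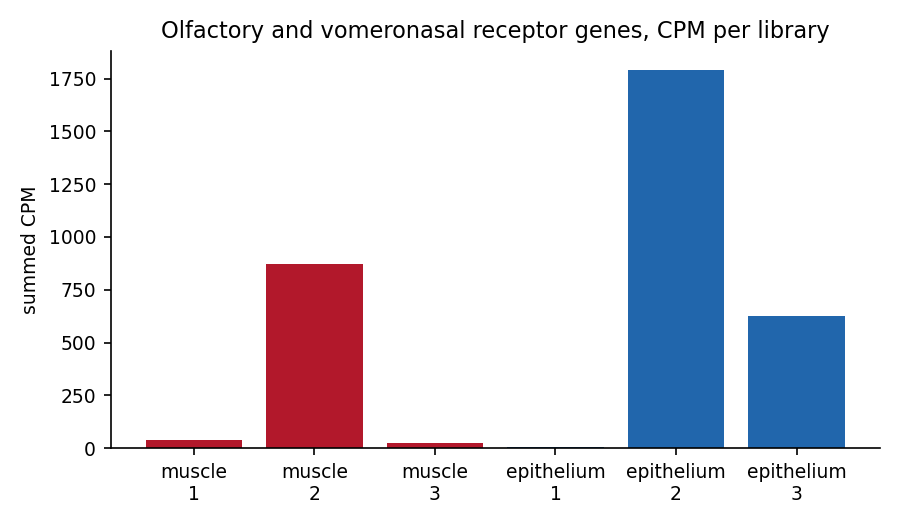
Summed CPM (linear axis, by library total) of 1449 olfactory and vomeronasal receptor genes in each of the 6 libraries, muscle in red and epithelium in blue, 1 bar per library. Muscle replicate 2 (871), epithelium replicate 2 (1792) and epithelium replicate 3 (627) stand above the other 3 libraries, which lie between 6.47 and 36.5.

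The genes used for sorting separated the populations in every library. Actg2, which encodes gamma smooth muscle actin, had 1876 ± 1287 CPM (SD, n = 3) in muscle and 2.17 ± 0.50 in epithelium. Its log2 fold change was 9.77 ± 0.85 (SE, adjusted p = 0.00037, edgeR). Epcam had 1.53 ± 0.80 CPM in muscle and 598 ± 96.9 in epithelium, with a log2 fold change of -8.62 ± 0.52 (adjusted p = 9.6e-05). Acta2 (9.47 ± 1.01, adjusted p = 0.00085) and Myh11 (8.06 ± 1.09, adjusted p = 0.0022) were higher in muscle, and Cdh1 was higher in epithelium (-7.61 ± 0.54, adjusted p = 0.00012). The epithelial transcription factor genes Foxa2 (-8.40), Nkx2-1 (-7.94) and Sox2 (-5.31) were higher in epithelium, with edgeR adjusted p of 0.00021, 0.00050 and 0.0037. Muscle replicate 2 had less of each muscle gene than the other muscle libraries, with 403 CPM of Actg2 against 2438 and 2786. Epithelial markers in the muscle libraries reached 0.60% ± 0.30 (SD, n = 3) of their epithelial level, with 0.33%, 0.93% and 0.55% in replicates 1 to 3. Smooth muscle markers in the epithelial libraries reached 1.201% ± 0.551 of their muscle level, with 1.11%, 1.79% and 0.70%.

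**Figure D2:**
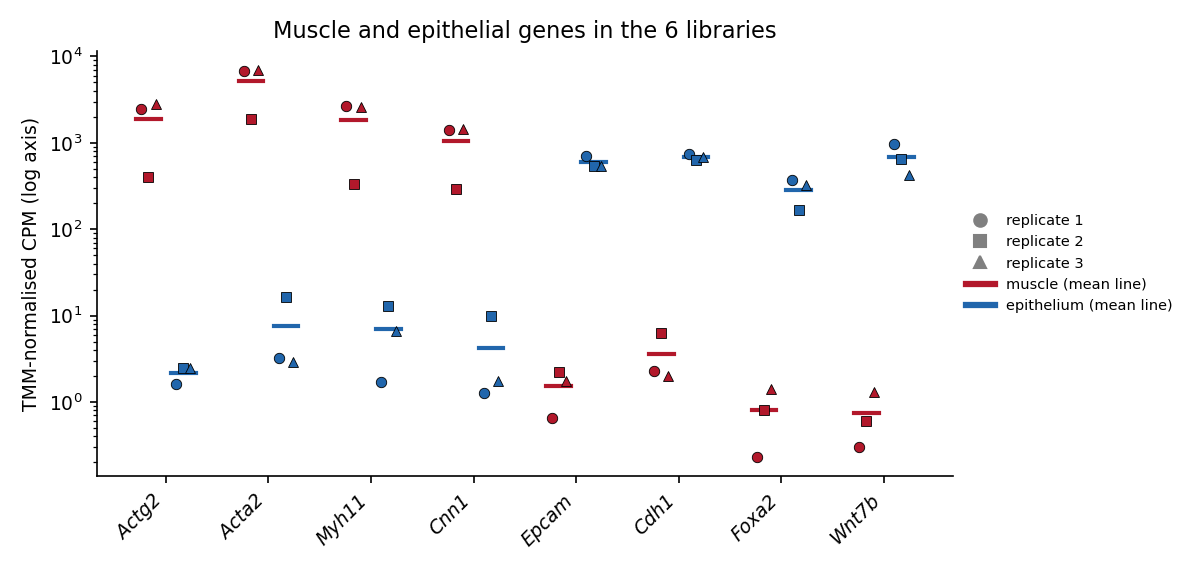
TMM-normalised CPM on a log axis of 4 genes higher in muscle (Actg2, Acta2, Myh11, Cnn1) and 4 higher in epithelium (Epcam, Cdh1, Foxa2, Wnt7b), 1 symbol per library and lines at the mean of 3 libraries. The muscle (red) and epithelial (blue) values do not overlap for any of these genes, and the square of muscle replicate 2 lies lowest among the muscle values of the 4 muscle genes.

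Of 19375 genes tested, 2071 differed between muscle and epithelium at an adjusted p under 0.05 in edgeR's quasi-likelihood test. 1274 of them were higher in muscle and 797 in epithelium. 1952 had an absolute log2 fold change of at least 1, of which 1175 were higher in muscle and 777 in epithelium. In 2069 of the 2071 genes the groups did not overlap. Among all tested genes 5214 (26.9%) did not overlap, where chance gives 10%. Across the alternatives the count ranged from 983, at an adjusted p under 0.01, to 3531 with the Wald test of DESeq2, 2068 of the latter among the 2071. Without epithelium replicate 3 the count was 1169 (570 higher in muscle), and without muscle replicate 1 it was 1323 (809 higher in muscle and 514 in epithelium). Without muscle replicate 3, 716 were higher in muscle. The genes with a log2 fold change of at least 1 numbered 1169 without epithelium replicate 3. The identifiers in the file headers, read as dates, formed 2 batches. The later date, with 2 libraries per group, gave 2928 genes, of which 1860 were among the 2071, and the earlier date had 1 library per group and allowed no test. With the date as a term 3178 genes passed. The median log2 fold change of all tested genes was -0.10 with TMM and -0.33 with library size only. That scaling moved the share of calls higher in muscle from 61.5% to 42.0%.

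The 5 largest changes toward muscle among well expressed genes were in Actg2, Acta2, Myh11, Cnn1 and Sbspon. Cnn1 had 1051 ± 658 CPM (SD, n = 3) in muscle and 4.26 ± 4.77 in epithelium, a log2 fold change of 8.01 ± 1.07 (adjusted p = 0.0021, edgeR). Sbspon had a log2 fold change of 7.07 ± 0.79 (adjusted p = 0.00093). The 5 largest toward epithelium were in Wnt7b, Epcam, Cldn6, Foxa2 and E030019B13Rik. Wnt7b had 0.74 ± 0.52 CPM in muscle and 679 ± 272 in epithelium, a log2 fold change of -9.77 ± 0.66 (adjusted p = 9.6e-05). Cldn6 (-8.46 ± 0.63, adjusted p = 0.00015) and E030019B13Rik (-8.17 ± 0.67, adjusted p = 0.00025) followed. 3 genes past the threshold had muscle libraries that were all at or under 3 counts, named after their values were seen. The gene 4933436C20Rik was at least 100.1-fold lower in muscle, Kcne2 at least 37.6-fold and Irx6 at least 35.1-fold. If both mates of a read pair were counted, 3 counts stand for fewer read pairs, and these bounds would be smaller. In the remaining pair of calls the groups overlapped, again named after their values were seen. Hhex had 123 CPM in epithelium replicate 1 but 0.94 and 6.38 in replicates 2 and 3, and Svil had 71.4 CPM in muscle replicate 2, under the 72.4 of epithelium replicate 1.

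Of 312 ion channel genes tested, 15 were higher in muscle and 13 in epithelium at an adjusted p under 0.05 in edgeR. Adjusted over the list alone, 15 were higher in muscle and 10 in epithelium, and 58 had an unadjusted p under 0.05. The count in muscle moved most under limma-voom, which gave 29. Without epithelium replicate 3 the counts fell to 8 in muscle and 7 in epithelium, and without muscle replicate 1 to 9 and 7. Without muscle replicate 3 the count in muscle was 9, and without muscle replicate 2 the count in epithelium was 22. The later header date gave 26 in muscle, and the fit with a covariate for background counts gave 28. With that covariate and the replicate block it was 8. Pore-forming potassium channel genes, 74 of the tested genes, made up 5 of those higher in muscle and 2 of those higher in epithelium. That class was singled out after its values were seen.

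Among the largest changes of ion channel genes toward muscle, Kcns3, a potassium channel gene, had 20.3 ± 1.40 CPM (SD, n = 3) in muscle and 0.46 ± 0.37 in epithelium. Its log2 fold change was 5.37 ± 0.70 (adjusted p = 0.0017, edgeR). Kcnab1 (4.0 ± 0.58, adjusted p = 0.0027), the connexin gene Gja5 (3.72 ± 0.77, adjusted p = 0.015) and Kcnk3 (3.63 ± 0.86, adjusted p = 0.028) were also higher in muscle. With the replicate block the calls of Gja5 (adjusted p = 0.055) and Kcnk3 (0.063) were lost. The adjusted p of Kcnk3 ranged from 0.00098 to 0.15 over the 6 fits that each left out a library. Kcnk3 lost its call in 4 of those fits, and Gja5 lost it without epithelium replicate 3 (adjusted p = 0.061). In epithelium replicates 1 to 3 Kcnk3 had 0.41, 8.69 and 4.77 CPM and Gja5 0.59, 4.14 and 0.83. That is the order of the background counts, which Kcns3 and Kcnab1 did not have. Toward epithelium, large changes were in the chloride channel genes Ano9 and Cftr, in P2rx2 and in Kcnk1. Cftr had 1.37 ± 1.37 CPM in muscle and 74.0 ± 11.4 in epithelium, a log2 fold change of -5.82 ± 0.67 (adjusted p = 0.0010). Kcnk1 had 11.9 ± 6.95 and 195 ± 20.9 CPM, a log2 fold change of -4.04 ± 0.46 (adjusted p = 0.00096).

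Ano9 had no counts in muscle replicates 1 and 3 and 24 in muscle replicate 2, the muscle library with the most background counts, against 451 to 1850 counts in the epithelial libraries. Its fitted log2 fold change of -6.63 ± 1.31 (adjusted p = 0.013, edgeR) depends on those 24 counts. The adjusted p was up to 0.086 among the 3 fits without a library in which its call was lost. P2rx2 (-4.92 ± 0.82, adjusted p = 0.0055) kept its call in all 20 alternative fits.

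**Figure D3:**
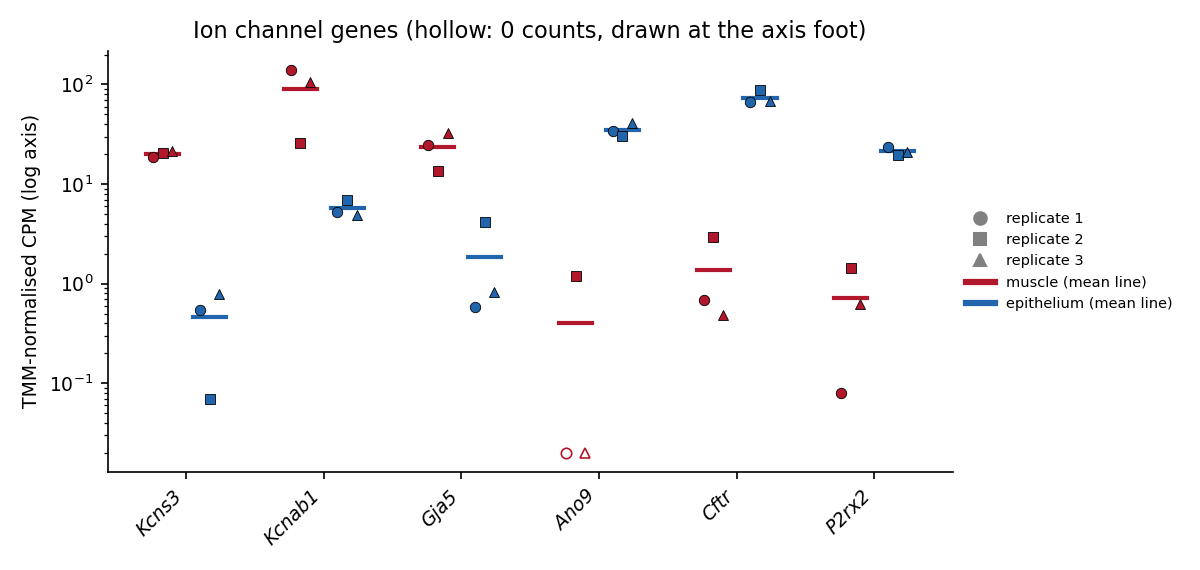
TMM-normalised CPM on a log axis of the 3 ion channel genes with the largest changes toward muscle (Kcns3, Kcnab1, Gja5) and the 3 toward epithelium (Ano9, Cftr, P2rx2) at an average log2 CPM of at least 2, 1 symbol per library, lines at the mean of 3 libraries and hollow symbols for libraries with 0 counts. Kcns3 lies between 18.7 and 21.5 CPM in muscle and Cftr between 67.3 and 87.2 CPM in epithelium, and the groups do not overlap for any of the 6 genes.

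The chloride channel gene Ano1 had 273 ± 163 CPM (SD, n = 3) in muscle and 22.7 ± 3.96 in epithelium, a log2 fold change of 3.59 ± 0.51 (adjusted p = 0.0026, edgeR). The potassium channel gene Kcnj8 had 64.0 ± 4.03 CPM in muscle and 7.46 ± 8.74 in epithelium. Its log2 fold change of 3.14 ± 0.90 did not pass the threshold (adjusted p = 0.062), although the groups did not overlap. Its adjusted p ranged from 0.00047 to 0.34 over the alternatives and was 0.0064 without epithelium replicate 2, the epithelial library with the most Kcnj8 (17.3 CPM). Kcnj8 was past the threshold in 7 of the 20 alternative fits. Among them were limma-voom (adjusted p = 0.00047), DESeq2 (0.0060), the background covariate and the fit without epithelium replicate 1. Of the L-type calcium channel genes, Cacna1c had a log2 fold change of 1.90 ± 0.58 (adjusted p = 0.076). It was past the threshold in 6 of the 20 alternative fits (adjusted p from 0.0056 to 0.26 over all), among them limma-voom (0.0056), DESeq2 (0.048), no filter (0.048) and the fit without epithelium replicate 2 (0.015). Cacna1d had 6.85 ± 1.77 and 8.21 ± 6.80 CPM in muscle and epithelium, a difference smaller than the spread of the epithelial libraries (log2 fold change -0.26 ± 0.77, adjusted p = 0.94). Its sign changed with the setting. In epithelium replicates 1 to 3 Cacna1d had 1.3, 14.9 and 8.41 CPM, the order of the background counts. Cacna1c (1.77, 9.96 and 5.3) and Kcnj8 (0.61, 17.3 and 4.47) had that order too, and Ano1 and Cacna1h did not. In muscle replicates 1 and 3 and epithelium replicate 1 the log2 fold changes of Cacna1d, Cacna1c and Kcnj8 were 2.16, 3.73 and 6.68. In the other libraries they were -0.39, 1.07 and 2.59. Each comparison has a group of a single library, so the cause stays open. The T-type gene Cacna1h (0.94 ± 0.40, adjusted p = 0.21) did not pass the threshold, and without muscle replicate 2 its adjusted p was 0.041 (from 0.010 to 0.64 over the alternatives, 2 of 20 past the threshold). Cacna1g (2.79 ± 0.45, adjusted p = 0.0049), also T-type and named after its value was seen, was higher in muscle.

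Ion channel genes were compared with the other tested genes for how often they differed. 27 of 312 channel genes (8.65%) passed the threshold with an absolute log2 fold change of at least 1, against 1925 of 19063 other genes (10.1%). The odds ratio was 0.84 (Fisher's exact test, two-sided, p = 0.45). In 10000 random lists of the same expression the median count was 17 (5.45%), and 84 lists had 27 or more, so that the channel list stood at percentile 99.4. The lists matched on expression thus differ from the unmatched comparison in direction. 165 of the 312 channel genes had an average log2 CPM under 2, of which 1 (Kcne2, named after its value was seen) passed the threshold. Among genes with an average log2 CPM of at least 2, 26 of 147 channel genes passed with an absolute log2 fold change of at least 1, an odds ratio of 1.19 (Fisher's exact test, p = 0.42). The odds ratio fell to 0.60 (Fisher's exact test, p = 0.037) with library size only and rose to 1.26 (p = 0.31) for a log2 fold change of at least 2. Without muscle replicate 2 it was 1.03 (Fisher's exact test, p = 0.86).

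**Figure D4:**
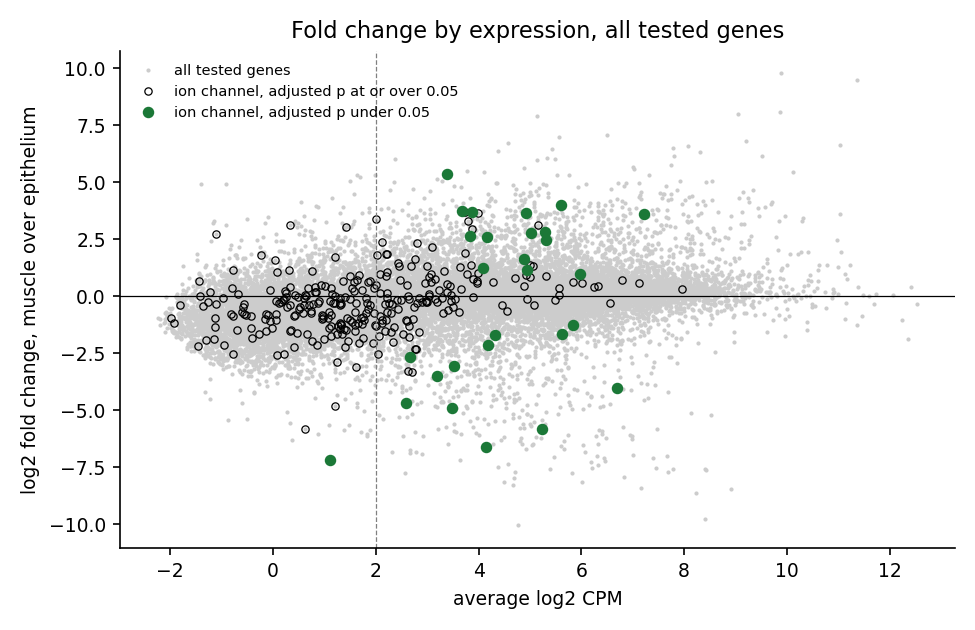
Log2 fold change of muscle over epithelium against average log2 CPM for the 19375 tested genes (grey), with ion channel genes at an adjusted p of 0.05 or over as open circles and those under 0.05 as filled circles. 1 of the 28 filled circles (Kcne2) lies left of the dashed line at an average log2 CPM of 2, where 165 of the 312 channel genes lie.

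Of 19 Wnt ligand genes tested, none was higher in muscle and 2 were higher in epithelium, Wnt7b and Wnt4. Adjusted over the list alone, 1 was higher in muscle and 2 in epithelium, and 5 had an unadjusted p under 0.05. Wnt4 had 3.44 ± 3.71 CPM (SD, n = 3) in muscle and 31.1 ± 6.72 in epithelium, a log2 fold change of -3.19 ± 0.73 (adjusted p = 0.024, edgeR). With the replicate block it did not pass (adjusted p = 0.061), and its call was lost in 4 of the 6 fits without a library, at an adjusted p of up to 0.10. Wnt5a had a log2 fold change of 0.86 ± 0.32 (adjusted p = 0.14), and without muscle replicate 2 its adjusted p was 0.021 (from 0.021 to 0.56 over the alternatives, 2 of 20 past the threshold). Wls, required for Wnt secretion, had 194 ± 35.0 CPM in muscle and 267 ± 34.8 in epithelium (-0.46 ± 0.24, adjusted p = 0.34). Wls did not pass the threshold in any of the 20 alternative fits (adjusted p from 0.051 to 0.93).

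Of 39 genes of Wnt secretion, receptors and modulators, 5 were higher in muscle and 2 in epithelium, and adjusted over the list alone 12 and 2. Sfrp1 (3.04 ± 0.33, adjusted p = 0.00080, edgeR) was higher in muscle. So were Sfrp2 (3.30 ± 0.68, adjusted p = 0.016), Dkk2 (3.13 ± 0.80, adjusted p = 0.038) and Ror2 (2.61 ± 0.55, adjusted p = 0.016). Dkk3 (1.66, adjusted p = 0.045), named after its value was seen, was the other one. With the replicate block Sfrp2 (adjusted p = 0.057) and Ror2 (0.10) lost their call. Without epithelium replicate 1 or 3 the call of Sfrp2 was lost, at an adjusted p of up to 0.083. Without a library the adjusted p reached 0.18 for Dkk2, whose call was lost in 4 of the 6 fits, and, without epithelium replicate 3, 0.059 for Ror2. Lgr5 (-3.17 ± 0.45, adjusted p = 0.0025) and Fzd6 (-2.99 ± 0.41, adjusted p = 0.0023) were higher in epithelium, and both, like Sfrp1, kept their call in all 20 alternative fits.

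Of 14 Wnt/beta-catenin feedback target genes, 3 were higher in muscle (Bambi, Lef1, Tcf7) and 1 in epithelium (Lgr5), and adjusted over the list alone 4 and 1. 4 of the 14 genes, Lgr5 among them, are also in the list of Wnt secretion, receptors and modulators. Bambi had a log2 fold change of 1.57 ± 0.26 (adjusted p = 0.0055, edgeR) and kept its call in all 20 alternative fits. Lef1 (1.40 ± 0.32, adjusted p = 0.025) lost its call in 4 of the 6 fits without a library, at an adjusted p of up to 0.13. Tcf7 (2.31 ± 0.62, adjusted p = 0.047) lost it in 5 of those 6, at up to 0.23, and with the replicate block (adjusted p = 0.051). Axin2 had 8.97 ± 3.37 CPM (SD, n = 3) in muscle and 3.09 ± 0.50 in epithelium. The groups did not overlap, and its log2 fold change of 1.54 ± 0.58 did not pass the threshold (adjusted p = 0.15). It passed in 1 of the 20 alternative fits, DESeq2 (adjusted p = 0.034). Notum (0.55 ± 0.73, adjusted p = 0.86) differed by less than its spread, with 14.03 ± 8.91 CPM in muscle and 9.63 ± 7.20 in epithelium.

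Bmp4, the gene with floxed alleles in these control libraries, had 55.7 ± 6.49 CPM (SD, n = 3) in muscle and 23.9 ± 6.41 in epithelium. Its log2 fold change was 1.22 ± 0.26 (adjusted p = 0.018, edgeR). Without muscle replicate 1, muscle replicate 3, epithelium replicate 2 or epithelium replicate 3 the call was lost, at an adjusted p of up to 0.12. Of 26 BMP pathway genes, 9 were higher in muscle and 3 in epithelium, and adjusted over the list alone 10 and 6. The largest changes toward muscle were in Tbx5 (4.47 ± 0.70, adjusted p = 0.0042), Tbx4 (3.76 ± 0.66, adjusted p = 0.0071) and Bmper (3.46 ± 0.78, adjusted p = 0.023). Tbx5 and Tbx4, which the list includes, encode T-box transcription factors and not BMP ligands, receptors or antagonists. Their changes and their part in the counts of this list do not measure BMP signalling. Toward epithelium they were in Bmpr1b (-2.00 ± 0.33, adjusted p = 0.0050), Id1 (-1.85 ± 0.44, adjusted p = 0.028) and Smad9 (-1.01 ± 0.26, adjusted p = 0.043). With the replicate block Tbx4 (adjusted p = 0.051) and Smad9 (0.078) lost their call. Smad9 lost it in all 6 fits without a library (adjusted p from 0.059 to 0.10), Bmper in 5 of 6 (up to 0.087) and Id1 without muscle replicate 1 or epithelium replicate 3 (up to 0.063).

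Of 17 cartilage genes, 4 were higher in muscle and none in epithelium, and adjusted over the list alone 5 and 0, with 5 at an unadjusted p under 0.05. Sox9 had 458 ± 191 CPM (SD, n = 3) in muscle and 114 ± 66.7 in epithelium, a log2 fold change of 2.01 ± 0.47 (adjusted p = 0.026, edgeR). Col9a1 (3.23 ± 0.63, adjusted p = 0.011) and Col9a2 (2.77 ± 0.61, adjusted p = 0.020) were also higher in muscle, as was Col11a1 (1.81, adjusted p = 0.0084), named after its value was seen. Sox9 lost its call with the replicate block (adjusted p = 0.078) and in 3 of the 6 fits without a library (up to 0.084). Col9a2 lost it in 4 of those fits (up to 0.070). Col2a1 did not differ (0.46 ± 0.38, adjusted p = 0.66), with 307 ± 142 CPM in muscle and 224 ± 70.0 in epithelium. Of 13 fibrillar collagen and matrix genes, 10 were higher in muscle and none in epithelium, and adjusted over the list alone 12 and 0, with 12 at an unadjusted p under 0.05. Eln (5.43 ± 1.09, adjusted p = 0.013), Col3a1 (3.61 ± 0.78, adjusted p = 0.019) and Fbln2 (3.49 ± 0.74, adjusted p = 0.018) had the largest changes. Leaving out a library raised their adjusted p to up to 0.088, 0.068 and 0.087. Epithelium replicate 2 had 745 CPM of Col3a1 against 117 and 91.3 in the other epithelial libraries.

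In the test of whole lists with camera, 5 of the 18 lists passed an adjusted p of 0.05. Epithelial markers were lower in muscle (median log2 fold change -7.25, 17 genes, adjusted p = 1.9e-90) and smooth muscle markers higher (6.36, 14 genes, adjusted p = 1.8e-32). Fibrillar collagen and matrix genes were higher in muscle (2.80, 13 genes, adjusted p = 3.3e-13). Oesophageal epithelium markers (-4.35, 6 genes, adjusted p = 5.2e-06) and mesothelial markers (-1.79, 6 genes, adjusted p = 0.0014) were lower. Of the mesothelial genes Krt19 alone passed the threshold, and it is also in the epithelial list. The oesophageal list holds Sox2, named above as epithelial. Neither result therefore shows oesophageal or mesothelial cells. The same 5 lists passed under fry (adjusted p from 0.00039 to 0.042). With an estimated correlation, epithelial markers alone passed (adjusted p = 0.021). In camera, 8 of the 10 ways to split the 6 libraries into 3 and 3 gave 5 lists or more, so this count does not set the populations apart. Under fry and under the estimated correlation, the real split alone reached its count, and no other split gave as small a camera p for the epithelial or the smooth muscle markers.

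The ion channel list had a median log2 fold change of -0.28 (camera adjusted p = 0.81), and the sign of the median changed with the setting (from -1.34 to 0.43). Wnt ligands (-0.69, adjusted p = 0.26), Wnt secretion, receptors and modulators (0.52, 0.11), feedback targets (0.61, 0.36) and the BMP pathway (0.68, 0.077) did not pass. Cartilage genes had a median of 0.30 (adjusted p = 0.077), and with the replicate block they passed (0.42, adjusted p = 0.027). Cell division (-0.26, 0.15), sex-linked genes (0.61, 0.36) and genes of the dissociation response (-0.21, 0.52) did not pass. Without epithelium replicate 2, 10 lists passed, among them cell division, endothelial markers, cartilage, the BMP pathway and Wnt secretion, receptors and modulators. Without muscle replicate 1, 8 passed, the last 3 of these included, and without epithelium replicate 1 the BMP pathway and Wnt secretion, receptors and modulators did. Cartilage genes also passed without muscle replicate 3.

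Lists of other cell types were read for carry-over. Endothelial (median log2 fold change 0.23, camera adjusted p = 0.26), erythroid (0.50, 0.77), immune (0.18, 0.98) and neural and glial markers (-0.45, 0.14) did not pass. The sign of the endothelial, erythroid and immune medians changed with the setting. None of the 10 immune and 5 erythroid genes tested passed the threshold or had an unadjusted p under 0.05. In the endothelial list Ramp2 (2.89 ± 0.75, adjusted p = 0.040, edgeR) and Esam (2.80 ± 0.71, adjusted p = 0.036) were higher in muscle, and both lost their call with the replicate block (adjusted p = 0.056 and 0.066). Without a library their adjusted p reached 0.30 and 0.15. In the neural and glial list Erbb3 (-2.74 ± 0.34, adjusted p = 0.0015) was higher in epithelium, the only gene of that list past the threshold. A single gene does not show neural or glial cells. In the mesothelial list Krt19 (-6.98 ± 0.47, adjusted p = 9.6e-05), which is also in the epithelial list, was higher in epithelium. In the oesophageal list Krt15 (-8.15 ± 0.90, adjusted p = 0.00090), Trp63 (-4.78 ± 0.79, adjusted p = 0.0057) and Sox2 were higher in epithelium. Sox2 was named above among the epithelial transcription factor genes. The list therefore does not tell oesophageal cells from tracheal epithelium, and its result is no evidence of carry-over. Of the dissociation response genes, Egr1 (-1.89 ± 0.46, adjusted p = 0.030) and Ier2 (-1.25 ± 0.29, adjusted p = 0.024) were higher in epithelium. Leaving out a library raised their adjusted p to up to 0.11 and 0.084. Adjusted over that list alone, 2 of 13 genes were higher in muscle and 2 in epithelium, and 6 had an unadjusted p under 0.05.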

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

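Most tests in this part were chosen after the receptor counts had been seen; the tests of X-linked genes and of neuron genes were set out before their values were computed. The pattern does not follow the sorted populations, and no biological difference between them was tested as its explanation.

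Counts appeared in genes outside the comparisons, the 1449 olfactory and vomeronasal receptor genes. Their summed CPM was 871 in muscle replicate 2, 1792 in epithelium replicate 2 and 627 in epithelium replicate 3. It was 36.5 in muscle replicate 1, 23.2 in muscle replicate 3 and 6.47 in epithelium replicate 1. A count of 0 over all receptor genes would allow at most 0.25 CPM in the shallowest library, so each value lies above that limit.

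The tables argue against 3 explanations. Depth would raise the number of receptor genes found in deep libraries and leave CPM alike, but the lowest CPM of the 3 shallowest libraries was 17.2 times the highest of the 3 deepest. RNA from olfactory or vomeronasal neurons would bring Omp, an abundant transcript of those neurons, and Omp reached at most 0.18% of the summed receptor CPM in the 3 libraries with the most receptor counts. All 8 listed neuron genes together reached 3.67%, 3.27% and 4.21%, mainly Gnal and Adcy3. These also had counts in the other libraries, at 10.3 to 12.2 CPM for Gnal (22.7 in epithelium replicate 2) and 10.7 to 20.3 for Adcy3. Reads shared between members of the receptor families would leave other silent genes at 0. Of the 2568 genes outside the families that were at 0 in the other 3 libraries, a mean of 64.6% had counts in these 3, against 70.3% of 1051 receptor genes.

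Genomic DNA in the libraries remains a candidate explanation. DNA follows the number of X chromosomes, so X-linked silent genes should have about as many counts per kilobase as autosomal ones in female embryos and fewer in male ones. Muscle replicate 2 and epithelium replicate 2 had little Xist (2.80 and 4.95 CPM), as male embryos would, and epithelium replicate 3 had 166 CPM. The genes used were at 0 in the other 3 libraries and had counts in another (158 X-linked and 2534 autosomal). They were thus selected on having counts in the libraries measured. Their X-to-autosome ratio of median counts per kilobase of the longest transcript was 0.71, 0.71 and 1.53 in these 3 libraries, in the order named. The ratio in epithelium replicate 3 over the mean of the others was 2.16 (95% bootstrap interval over genes 1.41 to 3.08). Of the 2925 genes so selected, 92.5% had a chromosome and a length. Y-linked genes had counts in all libraries, 59.3 CPM in epithelium replicate 3 and 184 and 125 in muscle and epithelium replicate 2, so that library held male cells too and its expected ratio lies between those of the sexes. DNA from such a mixture predicts a ratio between 0.5 and 1 and a ratio of ratios under 2, and the measured 1.53 and 2.16 lie above these, although the interval reaches below 2. The ratios of 0.71 in the libraries nearly without Xist also lie above the 0.5 of male DNA, for a reason that was not tested. Genes are not independent replicates, and a single library stands on one side of this comparison. Reads from other samples of the same sequencing run were not tested.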

How the results depend on the processing

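The settings for header date, background counts and counts divided by 2 were chosen only after the data had been seen, and the others before the data were examined. No biological explanation of the changes between settings was tested.

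Leaving out each library in turn gave 1169 to 2573 genes past the threshold, against 2071 with all libraries. There were 570 to 1655 higher in muscle, 514 to 918 higher in epithelium and 1169 to 2363 with a log2 fold change of at least 1. Ion channel genes numbered 8 to 19 in muscle and 7 to 22 in epithelium. The odds ratio of ion channel enrichment was 0.77 to 1.03, and 5 to 10 lists passed in camera. The cause of these shifts was not tested.

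DESeq2 gave 3531 genes, 1949 higher in muscle and 1582 in epithelium, with 23 and 20 ion channel genes. In simulated data with 200 changed genes, 103 of its 273 calls (37.7%) were false. That share depends on how many genes truly differ, so it does not carry over to these libraries. False calls may account for part of the excess, by an amount that was not estimated. With library size only, 1439 genes were higher in epithelium (797 with TMM), and the odds ratio was 0.60 (Fisher's exact test, p = 0.037). The header date as a term gave 3178 genes, 2054 of them higher in muscle. The background covariate gave 1219 genes higher in epithelium. An adjusted p of 0.01 left 983 genes.

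Ion channel genes higher in muscle numbered 15 in the fit reported and 29 with limma-voom, 26 on the later date, 28 with the background covariate and 8 with that covariate and the block. The odds ratio rose above 1 with limma-voom (1.12), on the later date (1.17), with the background covariate (1.14) and for a log2 fold change of at least 2 (1.26), none of them at p under 0.05. The cause was not tested. The median of the list rose above 0 with limma-voom (0.31), with the background covariate (0.43), with covariate and block (0.42) and without epithelium replicate 2 (0.39).

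The number of lists passing in camera was 8 with no filter, 8 with limma-voom and 8 on the later date. It was 3 with at least 50 counts and 3 with the filter above background, where the mesothelial and oesophageal lists had fewer than 5 genes left to test. It was 1 with an estimated correlation. The cause was otherwise not tested.

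Medians of lists that did not pass changed sign. Endothelial markers fell to -0.13 with library size only, -0.016 without muscle replicate 3 and -0.32 without epithelium replicate 1. Immune markers fell to -0.019 with library size only, -0.24 with at least 50 counts, -0.038 with counts divided by 2, -0.72 without muscle replicate 2 and -0.14 without epithelium replicate 1. Wnt ligands rose to 0.74 with at least 50 counts, 0.75 with the filter above background and 0.46 without epithelium replicate 2. The dissociation response rose to 0.12 on the later date and 0.025 without muscle replicate 2, and erythroid markers fell to -0.069 without muscle replicate 3. The fits without a library ranged up to 1.84 for endothelial, 1.41 for immune and 0.88 for erythroid markers, and down to -0.53 for the dissociation response, -1.34 for ion channels and -3.17 for Wnt ligands. Of single genes, Cacna1d changed to 1.08 (limma-voom), 0.23 (block), 0.19 (later date), 0.71 (background covariate), 0.70 (covariate and block) and, leaving out a library, from -0.75 to 0.54 (without epithelium replicate 2). Notum changed to -0.057 (covariate and block) and Col2a1 to -0.024 (later date). None of these genes passed the threshold in any setting.

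Of 64 genes set by the rule or fixed beforehand, 55 passed the threshold, and 16 of these kept their call in every setting. Calls were lost 79 times on leaving out a library and 100 times otherwise, 29 of them with covariate and block, which leaves 1 residual degree of freedom. Calls were gained 5 and 13 times. The replicate block gave 2418 genes, 1744 of them among the 2071. Among these 64 genes and the 18 lists it lost the calls of 12 genes and gained that of the cartilage list, and it changed no other call there. Of the lists, 4 lost their call (all with the estimated correlation), and calls were gained 11 times on leaving out a library and 12 times otherwise. Carry-over was computed with library size only, with CPM summed over the list and without each library, and ranged from 0.44% to 0.85% in muscle and from 0.90% to 1.60% in epithelium.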

Other observations

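The patterns in this part were noticed in the data, and their tests were chosen after that, except the test of skeletal muscle genes, whose list was written before its values were computed. A difference between embryos or litters stays open throughout, as untested.

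Muscle replicates 1 and 3 with epithelium replicate 1 against the other 3 libraries gave 2732 genes at an adjusted p under 0.05, more than the 2071 of muscle against epithelium. This split follows the receptor counts (6.47 to 36.5 CPM against 627 to 1792 CPM). 98.2% of those genes were higher in the libraries with the most receptor counts, with a median average log2 CPM of 0.07 against 3.85 over all tested genes. This is consistent with background counts as the source of that difference. With a covariate for background, 2961 genes differed between muscle and epithelium, 1950 of them among the 2071.

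Of the 10 splits of the 6 libraries into 3 and 3, 2 gave at least 2071 genes at an adjusted p under 0.05, the real one and that split by receptor counts. The same 2 splits gave as many genes with a log2 fold change of at least 1, at least 1274 genes on one side, at least 797 on one side, 15 ion channel genes on one side, 13 on one side and a Fisher p for ion channel enrichment as small. The other 8 splits gave no gene, with 20 to 679 genes at an unadjusted p under 0.05. With 10 splits no share under 0.1 can be reached. Of the 4 splits that part all 3 pairs of same-numbered libraries, the real split alone gave as many genes, and the other 3 gave none. For the number of lists passing in camera, 8 of the 10 splits gave 5 or more, and 3 of those 4.

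The median of the ion channel list lay below 0, and low expression may account for it. Genes outside the list with an average log2 CPM under 2 (6528 genes) had a median log2 fold change of -0.77, against 0.13 for those at 2 or more. Channel genes had medians of -0.69 (165 genes under 2) and 0.16 (147 genes at 2 or more). The epithelial group holds 2 of the 3 libraries with the most receptor counts, which background counts would turn into lower ratios for genes of low expression in any list.

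Smooth muscle genes were lower in muscle replicate 2. All 14 markers were lowest there among the muscle libraries, at a median of 23.7% of the mean of the other pair. Dilution by background counts would take a few percent at most, so the 23.7% argues against it. Epithelial cells in the library would need epithelial markers near the share lost, and these reached 0.93% of their epithelial level. Mesenchymal cells other than muscle remain open. The cartilage list was at 198.4% of the other pair. Immune (479.9%) and mesothelial markers (2326.5%) were raised too, and endothelial markers (77.5%) were not. Background counts are high in that library, so these medians do not tell mesenchymal cells from background. Collagen and matrix genes were at a median of 116.9% of the other pair and highest in that library for 5 of 13 genes. This could also arise from less mature muscle. Such cells and less mature muscle cannot be told apart with a single library of this kind.

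Collagen and matrix genes in epithelium replicate 2 reached a median of 24.2% of the muscle level, against 4.85% and 5.84% in epithelium replicates 1 and 3. Sorted muscle cells would bring smooth muscle genes in proportion, but these reached 1.79%. Background counts, 1.24 CPM per receptor gene, lie far below the median of 115.9 CPM of the matrix genes. Mesenchymal cells other than muscle are a possible explanation that the data left open. Of 527 unlisted genes higher in muscle at an average log2 CPM of at least 6, 42.7% were highest in epithelium replicate 2 among the epithelial libraries, where chance gives 1 in 3. The cartilage list was at 99.4% of its muscle level there, against 20.4% and 52.5% in replicates 1 and 3. Endothelial (162.5% against 2.53% and 61.1%) and immune markers (162.2% against 4.99% and 66.0%) had the same order, which is also that of the background counts. The cartilage median therefore does not tell mesenchymal cells from background. Genes higher in muscle such as Tbx5 (33.95 CPM against 8.53 and 8.15), Bmper (32.1 against 4.0 and 4.28) and Dkk2 (12.8 against 1.19 and 2.37), picked for this after their values were seen, were also highest there. The 42.7% goes with added mesenchymal cells, but genes picked for their level there cannot test that explanation. Bmp4 (30.9 CPM in epithelium replicate 1 against 22.3 in replicate 2), Lef1 (21.5 against 15.0) and Ano1 (27.2 against 21.1), also higher in muscle, were highest in replicate 1. The median level of the 527 genes was 34.6%, 30.8% and 29.04% of muscle in epithelium replicates 1 to 3, so it was not raised in replicate 2. A level that high in all 3 libraries would hide a small share, so this excludes nothing. Matrix genes made by the epithelial cells themselves cannot be told apart from it.

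Myog and Myod1, chosen after their values were seen, had 245 and 62.1 CPM in muscle replicate 1, 1.198 and 0.50 in replicate 2 and 17.3 and 3.82 in replicate 3. Of 10 other listed skeletal muscle genes, 8 were higher in muscle replicate 1 than in both other muscle libraries, and Myh3 had 52.2 CPM there against 5.99 and 5.69. This is consistent with skeletal muscle cells in the library, at a level that was not quantified. Ttn (37.0 CPM there against 74.7 in muscle replicate 2) and Myf6 (0.38 against 2.60) were the exceptions.

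Same-numbered libraries shared some genes with unusual levels, chosen after their values were seen. Xist was at 2.80 and 4.95 CPM in muscle and epithelium replicate 2 and between 119 and 225 CPM in the other libraries. Rpl29 was at 13.04 and 17.3 CPM in muscle and epithelium replicate 1 and between 167 and 284 in the other libraries. Hspa1a, also chosen after its values were seen, was high in a single library, with 1622 CPM in muscle replicate 1 and 74.2 to 248 in the others, epithelium replicate 1 (198) included.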
